A study of Bubalus bubalis with 12 samples.

How the data were processed

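Gene expression was measured in whole corpus luteum (CL), the transient gland that forms from the ovulated follicle and secretes progesterone, of buffalo cows on day 11 of the estrous cycle. Animals received 500 µg of cloprostenol, a synthetic analogue of prostaglandin F2α (PGF2α), intramuscularly, and the CL was collected 3, 6 or 18 h later. Control CL (0 h) came from animals of the same cycle day. The labels give 4 control animals, 2 animals at 3 h and 3 animals each at 6 h and 18 h, which makes 12 arrays, 1 per animal. Tissue was frozen in liquid nitrogen, RNA was extracted and biotin-labelled, and each sample was hybridised to a GeneChip Bovine Genome Array. The probes were designed on cattle sequence, so buffalo transcripts that differ from cattle at a probe bind less, and the level of one probe set cannot be set against that of another.

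Per the labels, the authors deposited log2 values made by robust multichip average (RMA), which corrects background, normalizes the arrays to each other and summarises the probes of each probe set into 1 value. The software version, the chip definition and the set of arrays normalized together are not given in the sources used here. Scanner files were not used here, so background correction and probe summarisation were taken as the authors left them. The table held 24128 probe sets, of which 112 control probe sets were left out of the tests, leaving 24016. RMA pulls small differences toward each other at low signal, and signals near the top of the scale leave little room for a further rise, so fold changes at both ends can be understated. Array medians lay between 7.09 and 7.17 and interquartile ranges between 3.31 and 3.43. The number of arrays limits the precision.

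Genes were named through the platform annotation. A single gene symbol was given for 13292 probe sets, several symbols for 86, and none for 10638. Probe sets with several symbols or none entered the tests and were not named. The annotation refers to cattle genes and no coordinates are given. For gene-level results 1 probe set per gene was used, that with the highest mean over the 12 arrays among those with a single symbol, which gave 9155 genes. Of these, 2913 had more than 1 probe set.

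Tests were made in R 4.3.3 with limma 3.58.1. The 4 group means were fitted to all 12 arrays with lmFit, contrasts were taken with contrasts.fit and the spread was moderated with eBayes at its default settings. All tests were two-sided. P-values were adjusted by the Benjamini-Hochberg method within each comparison, over 24016 probe sets or over 9155 genes, and a change was called at an adjusted p under 0.05. Every time was compared with 0 h and with every other time, and a moderated F test covered the 3 contrasts with 0 h together. Values are log2 differences ± the standard error of the moderated fit, and group levels are means ± SD.

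Gene lists for the pathways of luteal function and regression and for markers of the cell types of a CL, 23 in all, were fixed before the data were examined, as were the groups, the tests, the rule for named genes and all alternatives other than 3. Lists were tested with camera from limma at a preset correlation between genes of 0.01, and adjusted over the 23 lists. Each was tested again with the correlation estimated from the data. Genes were named by rule. For each time against 0 h these were the 8 largest rises and 8 largest falls among called genes with no overlap between the 2 groups, passing over uncharacterised loci, then the up to 3 members with the lowest adjusted p of each called list, and 12 fixed genes (STAR, CYP11A1, HSD3B1, LHCGR, PTGFR, NR4A1, FOS, EGR1, IGF1, CCL2, PTGS2 and VEGFA). Had no list been called, the 5 lists with the lowest p would have been used. For differences between treated times, the 4 largest in each direction were named. Other members of the lists are given as examples chosen after their values were seen.

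The steps were tested on simulated data with the real probe set means and spreads and 50 changed probe sets of each size per comparison among 24016. For 18 h against 0 h, 86% of changes of 1 log2 unit and 18% of changes of 0.5 were recovered, and 6.21% of the calls were false. For 3 h against 0 h, 84% of changes of 1 log2 unit were recovered and 3.23% of the calls were false. For 6 h against 3 h, 64% of changes of 1 log2 unit were recovered and 11% of the calls were false. For the list test at 18 h, a list shifted by -0.5 among 9155 genes was called in 20 of 20 draws, and 2 of 440 tests of unshifted lists were called. These simulations assume independent genes, which real lists are not. Whether they carry the wide difference between the 2 arrays at 3 h, or the likeness of control replicates 1 and 4, was not tested. In the data at 3 h DNAJB1 (log2 1.46), SOCS3 (1.82), JUN (1.12) and ZFP36 (1.07) were not called, while HSPH1 (1.42) was. The recovered shares thus hold for the simulated data only.

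Alternatives were a filter on the dimmest 40% of probe sets, a repeated quantile normalization, centring of each array on its median, eBayes with a trend and robust settings, array weights, the replicate number as a block, a minimum change of 2-fold, fits on the 2 groups compared alone, genes as the mean of their probe sets, camera with an estimated correlation or on ranks, and leaving out each array in turn. The 3 added after seeing the data were averaging control replicates 1 and 4, leaving the 3 h arrays out of the fit, and leaving out control replicate 3 together with 3 h replicate 1. Overlaps between times were set beside 50 simulations of unchanged groups that shared the controls. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.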

Results

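The data were 12 arrays of whole CL: 4 control animals (0 h), 2 animals at 3 h, and 3 animals each at 6 h and 18 h after the PGF2α analogue, which ends the life of the CL in cattle and buffalo. The question was which genes change in the CL soon after PGF2α and which change later. The first principal component held 42.8% of the variance. On it the 6 h and 18 h arrays lay between 16.3 and 37.9, and control replicates 1, 2 and 4 between -48.8 and -35.8. Control replicate 3 lay at -13.8, nearer to the treated arrays, 3 h replicate 1 at -29.6 and 3 h replicate 3 at 1.89. Control replicates 1 and 4 were much closer to each other than any other pair within a group (r = 0.997, 6 probe sets more than 2-fold apart, against 220 to 1306 in the other pairs). No technical repeat was given to set array noise against, and the labels count both as animals, so they were kept as 2 samples. If they share 1 RNA, p-values against 0 h are too small, and counts with both averaged are given beside the main ones.

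**Figure D1:**
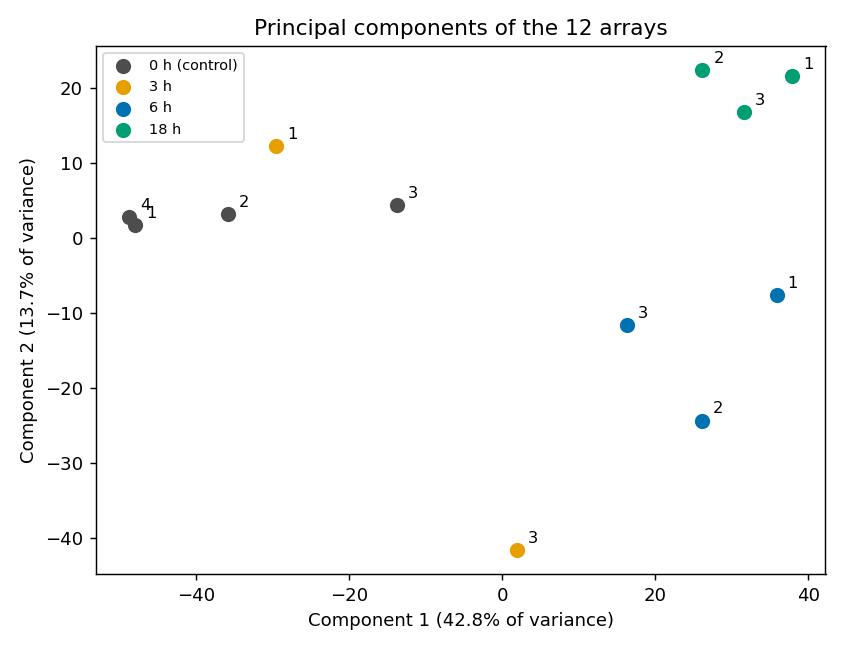
Principal components of 24016 probe sets over the 12 arrays. Component 1 is on the horizontal and component 2 on the vertical axis, both in arbitrary units of the log2 values. Each point is an array, coloured by time and labelled with its replicate number. Control replicates 1 and 4 lie together, and control replicate 3 lies at -13.8 on component 1.

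At 3 h against 0 h few single genes passed the test, and those that did included a heat shock gene and an endothelial gene. HSPH1, a co-chaperone of the HSP70 family, rose 2.68-fold (log2 1.42 ± 0.19, adjusted p = 0.0321, n = 2 and 4). NOSTRIN, which traffics endothelial nitric oxide synthase, fell 1.90-fold (log2 -0.93 ± 0.12, adjusted p = 0.0292), and SMIM10, a small membrane protein gene, fell 1.78-fold (log2 -0.83 ± 0.10, adjusted p = 0.0232). Over all 24016 probe sets 5 were called, 1 up regulated and 4 down regulated, the other 2 having no gene name here. These, given because the count is small, stood at log2 -1.90 and -1.92. Their probe set names share 1 stem, and their changes were also close at 6 h (-2.19 and -2.29) and 18 h (-1.86 and -1.83). They may thus stand for 1 transcript, which was not tested. At an unadjusted p under 0.05 there were 2376, where 1200.8 were expected by chance. For HSPH1, 1 of its 4 probe sets was called. With genes as the mean of their probe sets 2 were called and 0 were higher, so HSPH1 was not called. Over probe sets 0 were higher with a repeated quantile normalization (4 called) or the replicate number as a block (2 called). With the filter on dim probe sets, median centring or the trend and robust settings, 1 was higher. With each of the 12 arrays left out in turn, HSPH1 lost its call 6 times and NOSTRIN and SMIM10 5 times each.

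Of 23 gene lists 6 were called higher at 3 h, although their members rarely passed alone, and 13 of 15 splits of these arrays gave at least 6 lists (highest other 13). The immediate early genes, which are transcribed within minutes of a stimulus, were shifted most (adjusted p = 3.9e-09, median log2 0.71, 0 of 35 members called and 0 adjusted over the list alone). JUN (log2 1.12 ± 0.35), JUNB (0.97 ± 0.27) and ZFP36 (1.07 ± 0.28) had the lowest adjusted p among them, and FOS (0.71 ± 0.45), EGR1 (0.27 ± 0.44) and NR4A1 (0.74 ± 0.51) were not called either. Of the heat shock and unfolded protein list, 1 of 33 members was called and 4 were higher when adjusted over the list alone (adjusted p = 0.00014). DNAJB1 stood at log2 1.46 ± 0.30 and HSPA8 at 0.64 ± 0.15. The matrix remodelling list (adjusted p = 6.9e-05, 0 of 41 called, MMP19 at 0.91 ± 0.23, TIMP1 at 0.39 ± 0.11 and LAMB1 at 0.29 ± 0.10), the IGF and PI3K list (adjusted p = 0.0016, 0 of 22 called and 1 over the list alone, GAB1 at 0.74 ± 0.17, IGFBP2 at 1.18 ± 0.39 and GRB10 at 0.35 ± 0.15), the proliferation list (adjusted p = 0.0036, 0 of 34 called, CCNE2 at 0.91 ± 0.25, CDK1 at 0.90 ± 0.47 and BUB1 at 0.52 ± 0.24) and the cytokine list (adjusted p = 0.020, 0 of 40 called, SOCS3 at 1.82 ± 0.57, NFKB2 at 0.55 ± 0.23 and NFKB1 at 0.79 ± 0.36) followed. None of the 6 was called with an estimated correlation, with adjusted p = 0.51 for the immediate early genes, 0.36 for the heat shock, matrix and IGF lists, and 0.71 for proliferation and cytokines.

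The luteal genes fixed beforehand were not called at 3 h. STAR, which carries cholesterol into the mitochondrion, differed by log2 0.04 ± 0.12, CYP11A1, the side-chain cleavage enzyme, by -0.15 ± 0.15, and HSD3B1, which makes progesterone, by -0.22 ± 0.18. LHCGR, the LH receptor, differed by -0.09 ± 0.70, PTGFR, the PGF2α receptor, by -0.12 ± 0.12, VEGFA by 0.08 ± 0.35, IGF1 by 0.08 ± 0.12, PTGS2 by 0.39 ± 0.46 and CCL2 by 1.53 ± 0.79. The 2 animals at 3 h differed widely, with 1306 probe sets more than 2-fold apart. The count of 5 became 0 without control replicate 1, 0 without control replicate 4, 8 without control replicate 2, 60 without control replicate 3, 36 without 3 h replicate 3 and 546 without 3 h replicate 1, and it was 0 with control replicates 1 and 4 averaged. The immediate early and cytokine lists were not called without 3 h replicate 3 (mean shift against other genes -0.03 and -0.10), nor was the proliferation list without 3 h replicate 1 (-0.18). The count of 6 lists was 3 without 3 h replicate 3 and 11 without control replicate 3. It stayed 6 with control replicates 1 and 4 averaged, where the cytokine list was not called (adjusted p = 0.163) and the interferon response list was, lower (0.0481).

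At 6 h against 0 h AREG, INHBA and NRG1 rose, while the nuclear receptors NR5A1 and NR5A2 fell. AREG, an EGF receptor ligand, rose 109-fold (log2 6.77 ± 1.03, adjusted p = 0.00371, n = 3 and 4), NEFM, a neurofilament subunit, 35.8-fold, INHBA, the activin A subunit, 27.2-fold, OLR1, a receptor for oxidised lipoprotein, 14.6-fold, and ATF3, a stress-induced transcription factor, 13.6-fold. NRG1, another ligand of the EGF receptor family, rose 13.5-fold, RNF39 13.0-fold and MT1A, a metallothionein, 12.1-fold. The largest falls were in LRRC17 (6.85-fold), PTHLH, which encodes parathyroid hormone-related protein (log2 -2.20), FMO1 (4.54-fold), HPGD, which inactivates prostaglandins (4.28-fold), CDKN1C, a cell cycle inhibitor (4.17-fold), TNNI3 (4.10-fold), DDIT4L (3.74-fold) and DTNBP1 (3.46-fold). Of the 24016 probe sets 2724 were called, 1264 up regulated and 1460 down regulated, and 712 of them changed at least 2-fold, 488 up and 224 down. Of 9155 genes 1406 were called. Levels at 6 h were widely spread for NEFM (10.80 ± 1.72) and LRRC17 (6.38 ± 1.34), so the sizes of their changes are uncertain. The same holds for genes with widely spread controls, among them OLR1 (6.69 ± 1.71), ATF3 (7.27 ± 1.42), MT1A (7.95 ± 1.23), AREG (5.68 ± 1.17) and TNNI3 (7.94 ± 1.12). AREG stood at 7.36 in control replicate 3, against 4.72 to 5.54 in the other controls. This bears on its fold at 18 h as well.

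Matrix, signalling and stress lists were called higher at 6 h and 3 others lower, but 19 of 35 splits of these arrays gave at least as many as these 9 lists (highest other 17). Of the matrix remodelling list 10 of 41 members rose and none fell (adjusted p = 1.8e-06, 13 adjusted over the list alone), among them PLAUR, the urokinase receptor (log2 2.95 ± 0.37), TIMP1, an inhibitor of matrix metalloproteinases (0.64 ± 0.10), and ADAMTS5 (0.90 ± 0.14). Of the immediate early genes 12 of 35 rose and 0 fell (adjusted p = 1.8e-06, 21 higher and 1 lower over the list alone), with SRF at 1.41 ± 0.25, FOSL1 at 1.66 ± 0.34 and BTG1 at 1.15 ± 0.26. FOS (-0.12 ± 0.39), EGR1 (0.65 ± 0.39) and NR4A1 (-0.36 ± 0.45) were not called. Of the TGFβ and activin family list 11 of 27 rose and 1 fell (adjusted p = 5.4e-06, 12 and 1 over the list alone), with BMP4 at 1.58 ± 0.21, TGFB2 at 2.68 ± 0.35 and BAMBI, a pseudoreceptor that damps TGFβ signals, at 1.54 ± 0.23. Cytokines, chemokines and adhesion molecules had 7 of 40 higher and 0 lower (adjusted p = 8.3e-05, 11 over the list alone), with TNFAIP6 at 1.97 ± 0.46, IL18 at 1.30 ± 0.31 and IL33 at 2.36 ± 0.57, and CCL2 was not called (2.17 ± 0.70, adjusted p = 0.058). The heat shock and unfolded protein list had 5 of 33 higher and 2 lower (adjusted p = 0.017, 8 and 3 over the list alone), with HSPH1 at 1.38 ± 0.17, HSPA5 at 0.90 ± 0.13 and ATF4 at 1.13 ± 0.21. The IGF and PI3K list had 5 of 22 higher and 0 lower (adjusted p = 0.038, 7 over the list alone), with PIK3CA at 0.79 ± 0.13, IGFBP4 at 0.62 ± 0.15 and PIK3R3 at 0.52 ± 0.14. The adjusted p with an estimated correlation was 0.23 for the matrix list, 0.43 for the immediate early genes, 0.13 for the TGFβ list, 0.49 for cytokines, 0.43 for heat shock and 0.43 for IGF.

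Of the lists of luteal cell function 3 were called lower at 6 h, and that of luteal hormone receptors and peptides was not called (adjusted p = 0.133, 1 of 18 higher and 2 lower). Of the steroidogenesis list 0 of 19 rose and 4 fell (adjusted p = 0.019, 5 over the list alone), led by NR5A1 (log2 -1.48 ± 0.26) and NR5A2 (-1.15 ± 0.28), nuclear receptors that drive steroidogenic genes, and HSD17B1 (-0.57 ± 0.13), while STAR (-0.13 ± 0.11), CYP11A1 (-0.23 ± 0.13) and HSD3B1 (-0.48 ± 0.16, adjusted p = 0.063) were not called. Of the cholesterol supply list 0 of 28 rose and 7 fell (adjusted p = 0.0027, 10 over the list alone), with MVD, an enzyme of the mevalonate pathway (-1.16 ± 0.21), LIPE, hormone-sensitive lipase (-0.68 ± 0.14), and SREBF2, the activator of cholesterol synthesis genes (-0.64 ± 0.14). The mitochondrial oxidative phosphorylation list shifted downward by a median of -0.22 (adjusted p = 0.0012), but 1 of 48 members was called and 0 over the list alone. That member was NDUFA1 (-0.42 ± 0.12), while NDUFA8 (-0.51 ± 0.18) and NDUFA5 (0.30 ± 0.10) were not called. With an estimated correlation the adjusted p was 0.43 for steroidogenesis, 0.43 for cholesterol supply and 0.66 for oxidative phosphorylation. PTGFR fell by log2 -0.46 ± 0.11, called at 1 of its 3 probe sets, LHCGR was not called (-1.06 ± 0.61), and neither were VEGFA (-0.58 ± 0.31), PTGS2 (1.19 ± 0.40) or IGF1 (0.01 ± 0.10). The count of 2724 fell to 1376 with control replicates 1 and 4 averaged, 1374 of them also called in the same direction before, and to 1371, 1342, 1266 and 1168 without control replicate 1, control replicate 4, 6 h replicate 1 and 6 h replicate 2. ATF3 was not called with the 2 controls averaged (adjusted p = 0.102), nor without any 1 of control replicate 1, 2 or 4, of the 6 h arrays or of the 18 h arrays (adjusted p = 0.0509 to 0.133). NDUFA1 lost its call in 6 of 12 fits without 1 array, PIK3R3 in 5, NR5A2, CDKN1C and IL18 in 4, PTGFR, IL33 and IGFBP4 in 3, TNFAIP6 in 2, and INHBA, BTG1, HSD17B1, SREBF2 and TNNI3 in 1. The count of 9 lists was 15 without control replicate 3, and 9 with control replicates 1 and 4 averaged, where the IGF list was not called (adjusted p = 0.0622) and the interferon response list was, lower (0.0166). Probe sets of a gene did not always give the same call at 6 h, with 1 of 3 called for CDKN1C, 2 of 3 for IL33, 1 of 4 for LIPE, 2 of 4 for NR5A1 and 1 of 2 for SREBF2.

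**Figure D2:**
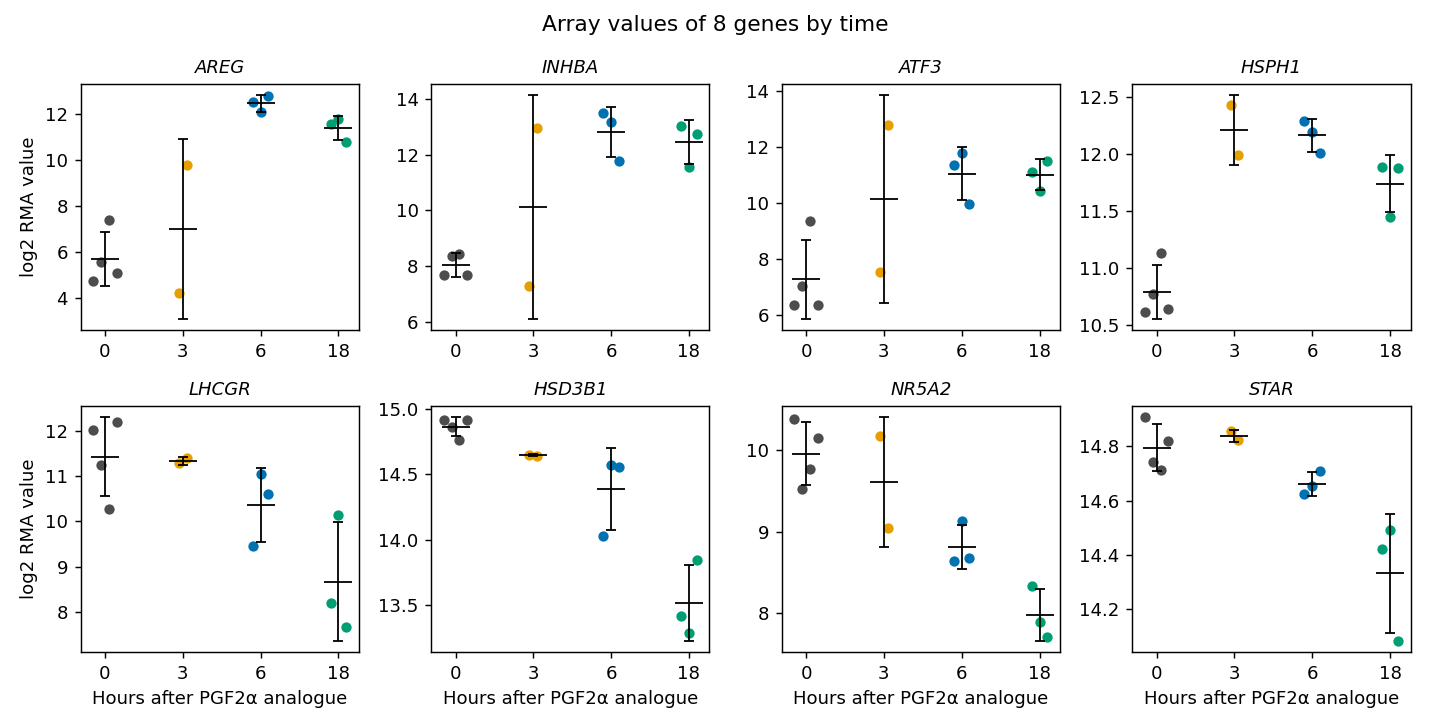
Log2 RMA values (vertical axis) of 8 genes on each of the 12 arrays against hours after the PGF2α analogue (horizontal axis, not to scale). Points are arrays, bars the mean ± SD of each time (n = 4, 2, 3 and 3). AREG was at 5.68 ± 1.17 in controls and 12.45 ± 0.37 at 6 h, and the 2 arrays at 3 h lay far apart for AREG, INHBA and ATF3.

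At 18 h against 0 h LHCGR and HSD3B1 were lower, and AREG, INHBA and CD44 were higher. LHCGR fell 6.77-fold (log2 -2.76 ± 0.61, adjusted p = 0.0112, n = 3 and 4), HSD3B1 2.54-fold (-1.35 ± 0.16), PTGFR 2.48-fold (-1.31 ± 0.11) and VEGFA, an endothelial growth factor, 2.38-fold (-1.25 ± 0.31). LHCGR levels were widely spread (8.67 ± 1.31 at 18 h and 11.43 ± 0.87 at 0 h), so the size of its fall is uncertain. STAR fell 1.38-fold (-0.46 ± 0.11), and CYP11A1 was not called (-0.34 ± 0.13, adjusted p = 0.0956). STAR, CYP11A1 and HSD3B1 had control means of 14.80, 14.28 and 14.86 on a log2 scale whose highest value was 15.33. The largest rises were in AREG (51.8-fold), NEFM (22.4-fold), SERPINA14 (21.2-fold), INHBA (21.1-fold), ANKRD1 (17.1-fold), PPP4R4 (14.6-fold), CD44, the hyaluronan receptor (14.1-fold), and ATF3 (13.4-fold). In control replicate 3 CD44 stood at 9.39, against 6.23 to 7.27 in the other controls. ATF3 stood at 9.35 there, against 6.34 to 7.05. That array lowered the fold of CD44 at 18 h and those of ATF3 at 6 h and 18 h. The largest falls besides LHCGR were in LRRC17 (12.1-fold), COL13A1 (5.64-fold), JAKMIP1 (log2 -2.32), HPGD (4.91-fold), EPHX1 (4.87-fold), FAM174B (4.84-fold) and TC2N (4.76-fold). Of 24016 probe sets 2964 were called, 1371 up regulated and 1593 down regulated, and 892 changed at least 2-fold, 538 up and 354 down. Of 9155 genes 1585 were called.

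Luteal function lists were lower at 18 h against 0 h. Of 23 lists 10 were called at this time, where 6 of 35 splits gave at least 10 (highest other 14). With control replicates 1 and 4 averaged 7 were called, without apoptosis, cytokines (adjusted p = 0.0730 for both) and stromal markers (0.118). Of the steroidogenesis list 0 of 19 rose and 8 fell (adjusted p = 0.00027, 13 over the list alone), with NR5A2 at -1.98 ± 0.28 and FDX1, the electron donor of CYP11A1, at -0.66 ± 0.12. Of the cholesterol supply list 14 of 28 fell and 0 rose (adjusted p = 1.5e-06, 15 over the list alone), with MVD at -1.78 ± 0.21, LIPE at -1.25 ± 0.14 and SQLE, squalene epoxidase, at -1.07 ± 0.11. The oxidative phosphorylation list had 10 of 48 lower and 0 higher (adjusted p = 7.5e-07, 10 over the list alone), with NDUFS3 at -0.78 ± 0.20, NDUFA6 at -0.67 ± 0.16 and ATP5F1C at -0.41 ± 0.10. Of the luteal hormone receptors and peptides 5 of 18 fell and 2 rose (adjusted p = 0.029, 7 and 2 over the list alone). PTGFR, LHCGR and the glucocorticoid receptor NR3C1 (-0.80 ± 0.18) were among those that fell and INHBA among those that rose. With an estimated correlation the adjusted p was 0.24, 0.19, 0.72 and 0.19 for these 4 lists. The luteal receptor list was not called without 18 h replicate 3, and LHCGR itself was not called without 18 h replicate 1 (adjusted p = 0.0541).

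The matrix, TGFβ, cytokine and apoptosis lists were called higher at 18 h. Other lists called higher at 6 h were not called at 18 h. These were the immediate early genes (adjusted p = 0.063), the heat shock list (0.781) and the IGF and PI3K list (0.338). They had 4, 3 and 4 members higher and 2, 5 and 2 lower. The matrix remodelling list had 17 of 41 members higher and 0 lower (adjusted p = 3.1e-07, 17 over the list alone), with LAMB1, a laminin chain, at log2 1.02 ± 0.08, LGALS3, galectin 3, at 1.94 ± 0.23 and TIMP1 at 0.83 ± 0.10. The TGFβ and activin family had 10 of 27 higher and 2 lower (adjusted p = 0.00036, 11 and 3 over the list alone), with BMP4 at 1.74 ± 0.21, TGIF1 at 2.27 ± 0.30 and TGFB2 at 2.38 ± 0.35. The cytokine list had 4 of 40 higher (adjusted p = 0.020, 4 over the list alone), with IL33 at 2.71 ± 0.57, IL1RN, the interleukin 1 receptor antagonist, at 3.04 ± 0.66 and CSF2 at 0.98 ± 0.22. CCL2 was not called (1.99 ± 0.70, adjusted p = 0.0726). In control replicate 3 CCL2 stood at 12.89, near the 18 h mean of 12.72. The apoptosis list had 5 of 32 higher and 0 lower (adjusted p = 0.047, 7 over the list alone), with TNFRSF1B, a TNF receptor, at 1.22 ± 0.15, HTRA2 at 0.89 ± 0.13 and BNIP3 at 1.36 ± 0.23. With an estimated correlation the adjusted p was 0.19 for matrix, 0.19 for TGFβ, 0.72 for cytokines and 0.66 for apoptosis. The apoptosis list was not called on ranks (adjusted p = 0.0734), without control replicate 1 (adjusted p = 0.0816), without 18 h replicate 3 (0.0776) or with control replicates 1 and 4 averaged (0.0730).

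Markers of other cell types moved unevenly at 18 h. Leukocyte markers had 6 of 35 higher and 0 lower (adjusted p = 0.013, 6 over the list alone), with a median log2 of 0.06 and a mean of 0.54. Those that rose included CD14 (2.64 ± 0.45), CD68 (1.60 ± 0.22) and FCGR2B (2.53 ± 0.34). Chosen after their values were seen, the T cell genes CD3E and CD2 stood at 0.10 and -0.19, and PTPRC, carried by all leukocytes, at -0.02. The leukocyte list had an adjusted p = 0.72 with an estimated correlation, and the list was not called without 18 h replicate 3 (adjusted p = 0.061). The mean of this list was 8.21 in control replicate 3 against 7.30 to 7.43 in the other controls, and 7.80 to 8.34 at 18 h. Stromal and mural markers had 8 of 25 higher and 1 lower (adjusted p = 0.047, 8 and 2 over the list alone, 0.72 with an estimated correlation and, not called either, 0.0734 on ranks), with TAGLN (2.27 ± 0.42) and DES (0.95 ± 0.18), which encode smooth muscle proteins, and PDGFRA (3.05 ± 0.57). Endothelial markers were not called (adjusted p = 0.961, median log2 0.00 and mean -0.09, 4 higher and 3 lower of 23). IGF1 (0.01 ± 0.10), FOS (-0.15 ± 0.39), EGR1 (0.03 ± 0.39), NR4A1 (-0.87 ± 0.45) and PTGS2 (0.84 ± 0.40) were not called. The count of 2964 was 1856 with control replicates 1 and 4 averaged, 1850 of them called in the same direction before. It was 1814, 1817 and 1542 without control replicate 1, control replicate 4 and 18 h replicate 1. VEGFA was not called without 18 h replicate 2 (adjusted p = 0.0620) or without 18 h replicate 3 (0.0749), and 5 lists were called without 18 h replicate 3. ATF3 lost its call at 18 h in 6 of 12 fits without 1 array, NDUFS3 and NDUFA6 in 4, ATP5F1C and EPHX1 in 3, and INHBA and NR3C1 in 1. At 18 h 2 of 3 probe sets were called for BNIP3, IL33, LHCGR and PDGFRA, 2 of 4 for LIPE, and 1 of 2 for HTRA2, NR3C1 and VEGFA.

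**Figure D3:**
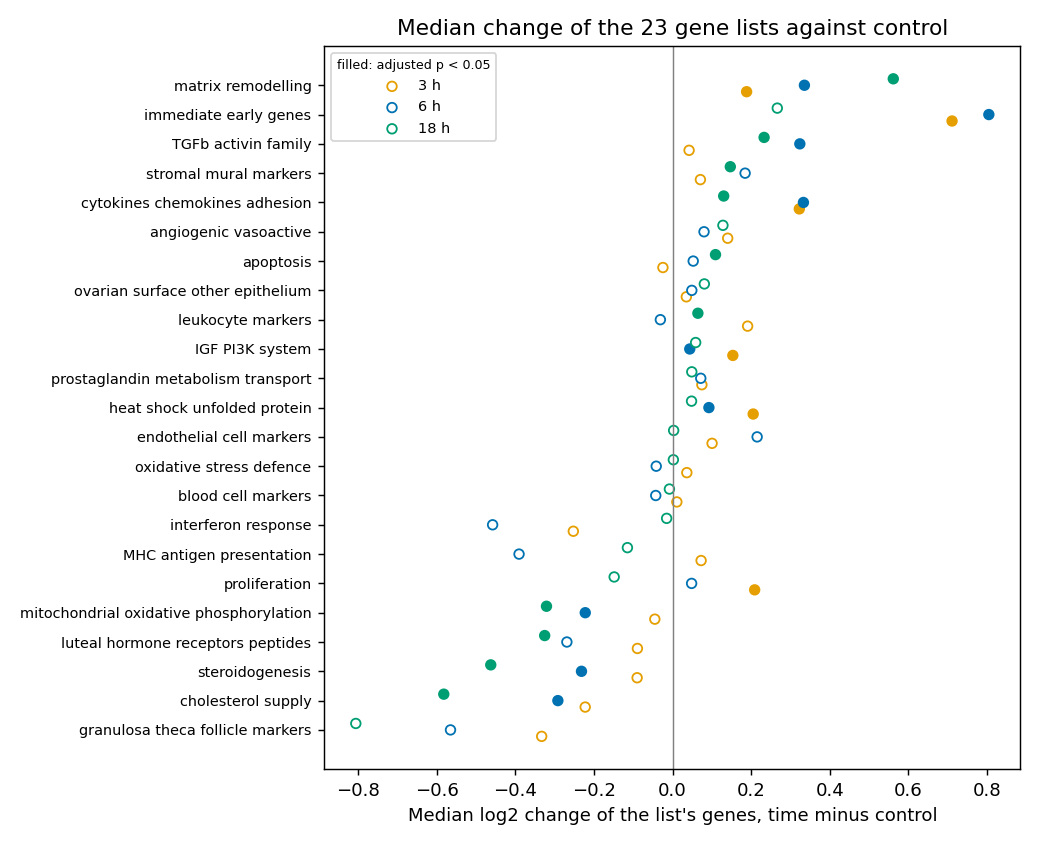
Median log2 change against 0 h (horizontal axis) of the measured members of each of the 23 gene lists (vertical axis). Points are the 3 h, 6 h and 18 h comparisons, filled where camera with a preset correlation of 0.01 gave an adjusted p under 0.05. The cholesterol supply median was -0.22 at 3 h, -0.29 at 6 h and -0.58 at 18 h.

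The treated times were compared directly to learn which changes differed between early and late regression. Between 3 h and 6 h, HS3ST5, a heparan sulfate sulfotransferase, rose 13.4-fold, MAP3K7CL 10.5-fold, SYT1, a calcium sensor of exocytosis, 3.48-fold and MYLIP, which targets lipoprotein receptors, 3.25-fold. PIM2, a survival kinase, fell 2.58-fold, ZMYM3 2.18-fold, MYCBP2 1.80-fold and SLC25A28 1.76-fold. From 3 h to 18 h NEFM rose 22.2-fold, ANKRD1 16.5-fold, SERPINA14 15.9-fold and AHSG 12.4-fold, and EPHX1 (6.32-fold), COL13A1 (5.79-fold), LRRC17 (5.38-fold) and TC2N (4.20-fold) fell. From 6 h to 18 h TMEM117 (4.12-fold), ALOX12E (3.98-fold), PTHLH (3.97-fold) and MTURN (3.50-fold) rose, and MTTP, which loads lipid onto lipoproteins (3.95-fold), TC2N (3.31-fold), FAM83D (3.00-fold) and MARK1 (2.94-fold) fell. HSD3B1 (log2 -0.87 ± 0.17) and PTGFR (-0.85 ± 0.11) were lower at 18 h than at 6 h. Of the probe sets of a gene, 1 of 2 was called for MYLIP, SYT1 and ZMYM3, 4 of 8 for AHSG and 2 of 5 for MTURN. EPHX1 and LRRC17 from 3 h to 18 h and MTTP from 6 h to 18 h, called over 9155 genes, had 0 of 1 called over 24016 probe sets. The 2 arrays at 3 h stood at 6.98 and 11.38 for ANKRD1. Its log2 rise to 18 h was 1.84 without 3 h replicate 1 and 6.25 without 3 h replicate 3. For COL13A1 the 3 h arrays stood at 8.06 and 9.97, and for EPHX1 at 10.49 and 12.37. The sizes of the falls of COL13A1 and EPHX1 to 18 h thus depend on the 3 h array taken. In the 12 fits without 1 array the call from 3 h to 18 h was lost 10 times for EPHX1, 9 for ANKRD1, 8 for LRRC17, 5 for NEFM and 1 for COL13A1, that from 6 h to 18 h 9 times for MTTP and TC2N, 8 for PTHLH, 5 for MARK1, 4 for FAM83D and 3 for ALOX12E, and that from 3 h to 6 h 8 times for SLC25A28, 7 for ZMYM3, 3 for MAP3K7CL and MYCBP2 and 1 for PIM2. Some of these genes were not called against 0 h at the time where the difference ended. Of those given here, PTHLH, FAM83D and MARK1 ended near the 0 h level. The means of AHSG and MTTP ended further from it, but these differences were not called, so no departure was shown. For AHSG, control replicate 2 stood at 10.27 and the other controls at 12.35 to 12.84, against 12.78 to 13.33 at 18 h. AHSG, at 12.06 in controls, 9.43 at 3 h, 13.31 at 6 h and 13.06 at 18 h, was not called against 0 h at any of these times, nor was MTTP at 6 h (1.12) or 18 h (-0.86), and PTHLH, FAM83D and MARK1 stood at -0.21, 0.03 and 0.12 at 18 h against 0 h, not called. The probe sets called were 57 from 3 h to 6 h (44 up and 13 down), 681 from 3 h to 18 h (414 and 267) and 108 from 6 h to 18 h (62 and 46).

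Between 6 h and 18 h 9 of 23 lists were called. Lists were not counted over other splits of the samples for any comparison between treated times. Whether chance gives as many lists was therefore not tested for these comparisons. Cholesterol supply (adjusted p = 0.00018), steroidogenesis (0.031), oxidative phosphorylation (0.00996), immediate early genes (0.00018), heat shock (0.00076), prostaglandin metabolism (0.030), endothelial markers (0.017) and proliferation (0.031) shifted down and leukocyte markers up (0.00060). Members called were 1 of 28 for cholesterol supply (5 adjusted over the list alone), 1 of 19 for steroidogenesis, 2 of 16 for prostaglandin metabolism, all lower, and 1 of 35 for leukocyte markers, higher. The other 5 lists had 0 called. Of the 9, 0 were called with an estimated correlation, with adjusted p from 0.53 to 0.78, and steroidogenesis and prostaglandin metabolism were not called on ranks (0.102 for both). From 3 h to 6 h 5 lists were called and from 3 h to 18 h 7, and again 0 with an estimated correlation. The count of 57 was 16 without 6 h replicate 1 and 1024 without 3 h replicate 3, the count of 681 was 221 without 18 h replicate 1 and 1290 without 3 h replicate 3, and that of 108 was 11 without 6 h replicate 2, 22 without 18 h replicate 1 and 279 without either 3 h array. The count of 57 was also 26, 37, 152 and 23 without control replicates 1, 2, 3 and 4, 99 without 3 h replicate 1, 25 without 6 h replicate 2 and 32 without 18 h replicate 3. That of 681 was 408 without 18 h replicate 2, and that of 108 was 35 and 36 without control replicates 1 and 4, 29 without 6 h replicate 3, and 39 and 32 without 18 h replicates 2 and 3. With control replicates 1 and 4 averaged they were 27 and 59 for the first and last.

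The changes at 6 h and 18 h largely went the same way. Of the probe sets called at both times, 659 were higher and 837 lower at both, and 2 went opposite ways, where independent lists would share 72.2 and 96.8. Log2 changes over all probe sets correlated with r = 0.80 across genes, which are not independent replicates. Both comparisons share the 4 controls, and simulated unchanged groups gave r = 0.43. The covariance was 0.165 against 0.0141 simulated. With the controls split so that each time had its own 2, r was 0.60 to 0.71. If control replicates 1 and 4 share 1 RNA, splits that part them still leave the times a shared control, here and below. For 3 h and 6 h r was 0.63 (0.38 simulated, 0.30 to 0.56 with split controls, covariance 0.0789 against 0.0140), and for 3 h and 18 h it was 0.50 (0.38 simulated, 0.17 to 0.44 split, covariance 0.0655 against 0.0140). Without 3 h replicate 3 these 2 were 0.259 and 0.236, and without control replicate 3 the latter was 0.606, with no simulation run for either. All 5 probe sets called at 3 h were called in the same direction at 6 h and at 18 h. The overlap of 1496 was 743, 746, 785, 817 and 909 without control replicate 1, control replicate 4, 6 h replicate 1, 6 h replicate 2 and 18 h replicate 1. The moderated F test over the 3 times called 2626 probe sets, and 1329, 1369, 4248, 4311 and 1553 without control replicate 1, control replicate 4, 3 h replicate 1, 3 h replicate 3 and 18 h replicate 1.

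**Figure D4:**
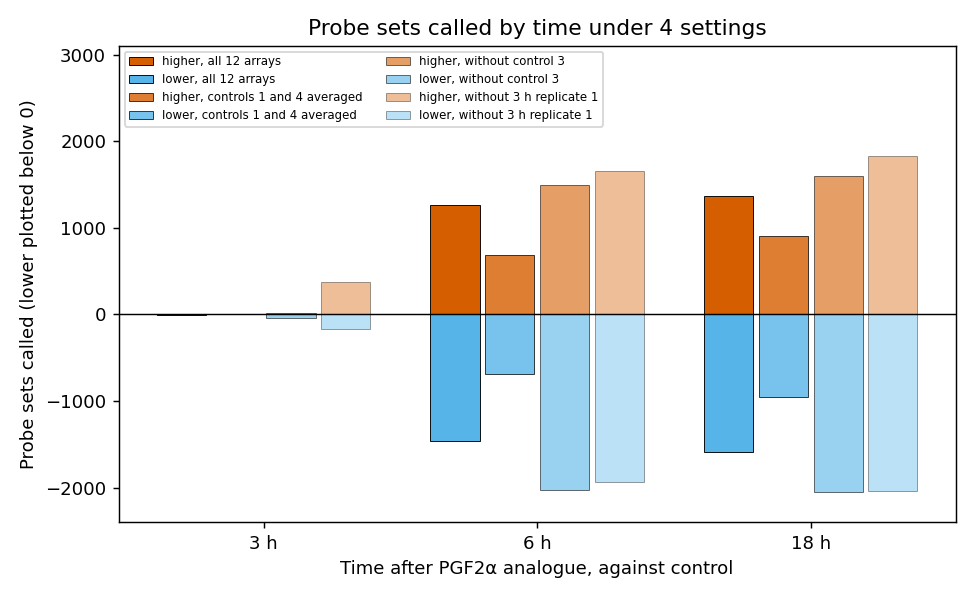
Probe sets called at each time against 0 h (horizontal axis), with higher ones plotted above 0 and lower ones below (vertical axis, number of probe sets). Bars show the fit on all 12 arrays, with control replicates 1 and 4 averaged, without control replicate 3, and without 3 h replicate 1. At 6 h the total was 2724 in the fit on all 12 arrays and 1376 with the 2 controls averaged.

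RNA quality measures varied between arrays. The 3' minus 5' difference of the actin control probe sets, which grows as RNA degrades, was 0.96, 2.07, 1.67 and 0.91 in control replicates 1 to 4, 1.40 ± 0.56 on average, against 1.71 ± 0.15 at 6 h and 1.92 ± 0.39 at 18 h. Exact two-sided permutation tests gave p = 0.40 and p = 0.229 over 35 splits, unadjusted among 16 comparisons of 8 array measures. The lowest of the 16 was for cyclophilin at 6 h, which went the other way from actin (-0.149, exact permutation p = 0.0571). Cyclophilin at 18 h (-0.0626), GAPD (-0.0581 and -0.0015) and elongation factor (0.0807 and -0.0698) at 6 h and 18 h gave exact permutation p = 0.40 to 0.943.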

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

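Of the tests in this part, those on leukocytes in control replicate 3 and on shared RNA were set before their results were seen, and those on an exchange, on RNA degradation, on the share of luteal cells and on other splits of the samples after.

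Single control arrays stood apart by Dixon's test in 12 of 124 control groups examined, where chance gives about 1 in 20. In control replicate 3 these were BAMBI (7.79), CCL2 (12.89), EPHX1 (9.87), FCGR2B (7.22), HS3ST5 (6.52), IL18 (11.13), IL1RN (9.36), PTHLH (12.21) and the 3' minus 5' difference of the elongation factor probe sets (-2.45). The others were ALOX12E (4.99) and RNF39 (5.96) in control replicate 4 and LAMB1 (10.86) in control replicate 1.

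Control replicate 3 had gone 0.46 of the way from the other controls to the 6 h and 18 h arrays, and 3 h replicate 1 had gone 0.39, against 0.61 for 3 h replicate 3, and 0.26, 0.01 and -0.01 for control replicates 2, 1 and 4. Control replicates 1 and 4 were nearly alike, and each had the other among its reference controls. Their low values therefore do not show how far separate controls differ. Only control replicate 2, at 0.26, can be set beside the 0.46 of control replicate 3. In control replicate 3, 0 of 4 housekeeping genes had a 3' minus 5' difference above that of control replicate 2. That array, however, was the highest control for 3 of the 4. Elongation factor (-2.45) and cyclophilin (1.43) were lower in control replicate 3 than in the other controls (-2.04 to -1.96 and 1.47 to 1.65). Its GAPD (0.113) lay between control replicates 4 (0.052) and 1 (0.116). Actin went the other way, higher in control replicates 3 and 2 (1.67 and 2.07) than in 1 and 4 (0.96 and 0.91). As the genes differed, RNA degradation stays open as a cause of the position of control replicate 3. An exchange of the 2 arrays may account for it, but that control replicate 3 had gone 0.765 of the distance of 3 h replicate 3 restates the pattern, and values against it were brought in after that was seen (3 h replicate 1 alone kept the heat shock list higher, shift 0.31, adjusted p = 0.00171 at the preset correlation, a list not called at 3 h with an estimated one, 0.36, and its HSPH1 was at 12.43 against at most 11.13 in controls), so it cannot be told apart from a difference between animals. INHBA went both ways: 3 h replicate 1 stood at 7.29, like a control, which goes with an exchange, and control replicate 3 at 8.44, near the highest other control (8.39) and far below 3 h replicate 3 (12.96), which goes against it. With control replicate 3 and 3 h replicate 3 taken as the 3 h arrays, as after an exchange, 95 probe sets and 13 lists were called. The labels as given called 5 and 6. This goes with an exchange, but it also restates the position of the arrays. Control replicates 1 and 4 set against the rest, which no exchange of these arrays would give, called 68 and 11. More leukocytes in control replicate 3 may also contribute, as its leukocyte mean lay 0.779 above the highest other control.

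Control replicates 1 and 4 were nearly alike. Over the 500 probe sets that varied most within treated groups their median absolute difference was 0.131, or 0.325 of the lowest of the other control pairs (0.402). The pair had already been seen to be alike, and with no technical repeat to set it against, the same RNA on both arrays cannot be told apart from 2 animals that are alike. Their bioB spikes, added at hybridisation, differed (9.38 and 8.89), so the arrays are not copies of 1 scan.

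The leukocyte list was called higher at 18 h, though not with an estimated correlation (adjusted p = 0.72), and the difference of its mean, 0.54, is uncertain (exact permutation p = 0.143). A lower share of luteal cells would raise the markers of all other cell types alike. The leukocyte mean minus the endothelial mean was 0.634 higher at 18 h (exact permutation p = 0.0857), which is too uncertain to exclude it, and the cell types cannot be told apart from a change of expression within cells. Of the 35 leukocyte genes 1 is also in another list.

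Other splits of the samples bear on the counts. The real split gave the highest count in 1 of 35 splits at 6 h (2724, highest other 2034) and 1 of 35 at 18 h (2964, highest other 2005). This is the lowest share that 35 splits can give. The split tests were set after results were seen and were not adjusted for their number. The counts argue against chance there, without excluding it, if control replicates 1 and 4 are separate animals. Counted as 1 sample they would leave 3 against 3, which make 10 splits, too few for a share under 0.05. Both of the other high counts set control replicates 1, 2 and 4 against control replicate 3 with the treated arrays, a structure of these samples. For 18 h against 6 h 1 of 10 splits reached 108 (highest other 3), and 10 splits are too few for a share under 0.05. For 3 h against 0 h 4 of 15 splits reached 5 (highest other 95, from control replicate 3 with 3 h replicate 3), and 15 are too few as well. For the list counts at 6 h and 18 h chance cannot be excluded: 19 of 35 splits gave at least 9 lists at 6 h (highest other 17) and 6 of 35 gave at least 10 at 18 h (highest other 14). At 3 h 13 of 15 splits gave at least 6 lists (highest other 13), and 15 are again too few.

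The following differed between treated times by the test of the difference itself. The probe sets were 57 from 3 h to 6 h, 681 from 3 h to 18 h and 108 from 6 h to 18 h. From 3 h to 6 h the log2 differences of named genes were 3.74 for HS3ST5, 3.39 for MAP3K7CL, 1.80 for SYT1, 1.70 for MYLIP, -0.84 for MYCBP2, -1.37 for PIM2, -0.82 for SLC25A28 and -1.13 for ZMYM3.

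From 3 h to 18 h rises in log2 were 3.63 for AHSG, 2.73 for ALOX12E, 4.04 for ANKRD1, 1.26 for BMP4, 1.53 for BNIP3, 1.27 for CD68, 2.47 for FCGR2B, 2.23 for HS3ST5, 0.66 for HTRA2, 3.27 for IL1RN, 0.73 for LAMB1, 2.24 for LGALS3, 2.78 for MAP3K7CL, 2.09 for MTURN, 1.81 for MYLIP, 4.47 for NEFM, 0.65 for PIK3CA, 1.80 for PLAUR, 3.99 for SERPINA14, 1.76 for SYT1, 1.87 for TGFB2, 1.45 for TGIF1, 2.30 for TMEM117 and 0.79 for TNFRSF1B. Falls were -1.31 for CCNE2, -2.53 for COL13A1, -1.48 for DNAJB1, -2.66 for EPHX1, -1.57 for FAM174B, -1.27 for FAM83D, -0.70 for FDX1, -0.98 for GAB1, -1.13 for HSD3B1, -0.80 for HSPA8, -1.01 for LIPE, -2.43 for LRRC17, -1.46 for MVD, -0.80 for MYCBP2, -0.66 for NOSTRIN, -1.63 for NR5A2, -1.94 for PIM2, -1.19 for PTGFR, -0.62 for SLC25A28, -0.59 for SMIM10, -0.71 for SQLE, -0.51 for STAR, -2.07 for TC2N, -1.36 for ZFP36 and -0.84 for ZMYM3.

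From 6 h to 18 h log2 differences were 1.99 for ALOX12E, 1.25 for BNIP3, 1.13 for CD68, 0.52 for LAMB1, 1.81 for MTURN, 1.99 for PTHLH and 2.04 for TMEM117, and -1.36 for BAMBI, -1.58 for FAM83D, -0.87 for HSD3B1, -1.56 for MARK1, -1.98 for MTTP, -0.87 for PIK3R3, -0.85 for PTGFR, -0.73 for SQLE and -1.73 for TC2N.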

How the results depend on the processing

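For named genes 3511 values under an alternative kept their call, 57 gained a call, 334 lost it and 0 reversed. For lists the numbers were 1346, 61, 78 and 7. A reversal was counted only for a change called in the main fit or under the alternative. Values called in neither may have changed sign. The cause of a change was not tested unless the alternative itself shows it. Signal over background limits dim probe sets, and where 1 array stands for a group it is assumed to vary like the others. Averaging control replicates 1 and 4, leaving out the 3 h group, and leaving out control replicate 3 with 3 h replicate 1 were chosen after seeing the data.

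Counts are given in the order 3 h, 6 h and 18 h against 0 h, 6 h and 18 h against 3 h, 18 h against 6 h, and over the 4 times. Array weights gave 0, 5692, 5608, 0, 106, 528 and 5401. Controls 1 and 4 averaged gave 0, 1376 and 1856 against 0 h, 27 for 6 h against 3 h, 59 for 18 h against 6 h and 1400 over the 4 times. The overlaps were then 0 for 3 h and 6 h, 0 for 3 h and 18 h, and 756 for 6 h and 18 h. With control replicate 3 and 3 h replicate 1 left out the counts were 1119, 4711, 4796, 311, 1383, 470 and 5328, the overlaps 792, 636 and 3041, and the lists 12 at 3 h and 15 at 6 h. A minimum of 2-fold, which can only lower counts, gave 3, 712 and 892 against 0 h, 364 and 54 for 18 h against 3 h and 6 h, 999 over the 4 times, and overlaps of 3, 2 and 398. Genes as units, which are fewer, gave 2, 1379 and 1549 against 0 h, 14 and 390 against 3 h and 1365 over the 4 times. Fits on the 2 groups alone, with fewer arrays, gave 0, 3055 and 3355 against 0 h. They gave 5 and 154 for 6 h and 18 h against 3 h, and 116 for 18 h against 6 h. Without the 3 h group 279 were called for 18 h against 6 h. With an estimated correlation 0 lists were called at 3 h, 0 at 6 h and 0 at 18 h.

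The replicate numbers did not pair the samples: of 15 same-number pairs 3 had a correlation of deviations over 0.1 (median -0.009, against 0.013 for other numbers). With the replicate block the counts were 2, 870, 1480, 3, 227, 10 and 765, and the overlaps 2, 2 and 502.

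Leaving out each array in turn gave 0 to 546, 1168 to 3589 and 1542 to 3867 against 0 h, 16 to 1024 and 221 to 1290 against 3 h, 11 to 279 for 18 h against 6 h, and 1329 to 4311 over the 4 times. The overlaps were 0 to 347, 0 to 248 and 743 to 2139, and the lists 3 to 11, 8 to 15 and 5 to 12.

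Lists reversed only at 3 h, by mean shift against other genes. Over single arrays left out, MHC genes ranged from -0.15 to 0.43, immediate early genes from -0.029 to 1.56, cytokines from -0.10 to 0.75, proliferation from -0.18 to 0.71 and oxidative phosphorylation from -0.30 to 0.19. MHC genes were at 0.43 without control replicate 3 (adjusted p = 0.000236) and 0.43 with 3 h replicate 1 also left out (0.0176). Proliferation was at -0.18 without 3 h replicate 1 (0.201) and -0.18 with both left out (0.240). Without 3 h replicate 3 immediate early genes were at -0.029 (0.741), cytokines at -0.10 (0.620) and oxidative phosphorylation at 0.19 (0.000389).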

Other observations

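Vascular genes moved in both directions. Of the angiogenic and vasoactive list 9 of 36 members were higher and 4 lower at 18 h against 0 h, and the list was not called (adjusted p = 0.0856). EDN1, the vasoconstrictor endothelin 1, rose by log2 2.37 ± 0.44, THBS1 and THBS2, which encode inhibitors of angiogenesis, by 2.24 ± 0.55 and 1.83 ± 0.28, VEGFC by 2.00 ± 0.27 and NOS3, endothelial nitric oxide synthase, by 1.33 ± 0.28. ANGPT1, which stabilises vessels, stood at -1.47 ± 0.16, AGTR1, the angiotensin II receptor, at -1.49 ± 0.19 and VEGFA at -1.25 ± 0.31. Of the endothelial markers PECAM1 was at 1.03 ± 0.20 and VWF at 1.08 ± 0.15, while EMCN was at -1.52 ± 0.19, APLNR at -1.92 ± 0.22 and NOSTRIN at -1.59 ± 0.10. These examples were chosen after their values were seen.

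Other lists were not called against 0 h either. Prostaglandin metabolism had 2 of 16 members higher and 2 lower at 18 h (adjusted p = 0.961, median 0.05 and mean -0.06), with PTGIS, prostacyclin synthase, at 2.11 ± 0.45 and HPGD at -2.29 ± 0.39. Oxidative stress defence had 2 of 32 higher and 6 lower (adjusted p = 0.961), granulosa and theca markers 2 of 11 higher and 4 lower (0.0974), epithelial markers 3 of 12 higher (0.0974), MHC genes 1 of 16 higher and 2 lower (0.668), interferon response 0 of 23 called (0.668) and blood cell markers 1 of 9 higher (0.929).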
